A study of Homo sapiens with 21 samples. Its data were reported in "Genome-Wide Chromatin Landscape Transitions Identify Novel Pathways in Early Commitment to Osteoblast Differentiation" (2016).

How the data were processed

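RNA from hFOB 1.19 cells was measured on 21 Affymetrix U133 Plus 2.0 arrays. hFOB 1.19 is a human fetal osteoblastic line immortalized with a temperature-sensitive SV40 T antigen, which is active at 34°C and lost at 39°C. The labels give 7 groups of 3 arrays. B34 cells stayed at 34°C in basal medium. B39 cells were moved to 39°C in basal medium for 4, 24 or 48 hr. OIM cells were moved to 39°C for the same times in osteogenic induction medium, which adds dexamethasone, ascorbic acid and β-glycerophosphate. The title of B39_4hr replicate 1 says 39°C and its treatment label says 34°C. It was kept in the group of its title, and all counts and list tests were also made without it. The methods of the study name triplicate samples and 3 independent experiments, and a legend names independent biological replicas, at least 3 of them. The labels do not say how the cultures were separated, so p-values measure the spread between these arrays.

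The authors deposited 1 intensity per probe set and array on a linear scale. The sources used here name Affymetrix Expression Console and GeneChip software without a version or an algorithm. The mean of each deposited column after trimming 2% at each end was 150.02, so the arrays had been scaled to a common mean. No detection calls were used here, so a low intensity cannot be told from background. The log2 of each intensity was taken with no pseudocount. The median intensity of all 54675 probe sets over all arrays was 25.4, or 4.67 on the log2 scale. Folds with a group mean under an intensity of 32 are given as "at least", with all signals under 32 set to 32. That floor was chosen after the data were examined.

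A platform table paired 41097 probe sets with 1 gene. Another 1801 probe sets named several genes and 11777 were not in the table, and neither kind was used to name a gene. They include the 62 control probe sets of the array, which stayed in the deposited scaling and were not tested as genes. Gene identifiers matched the reference gene table for 99.87% of the probe sets, and 0 symbols were updated. Each of 19775 genes was represented by its probe set with the highest mean over the 21 arrays. Coordinates are not given because no genome build was used. GDF6 was not analysed here, because no probe set was paired with it alone.

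limma 3.58.1 in R 4.3.3 fitted 1 model over all 21 arrays with a mean per group and no filter on level, followed by eBayes. Genes with a Benjamini-Hochberg adjusted p under 0.05 within a comparison were called. The 9 comparisons were each B39 group against B34, each OIM group against the B39 group of the same time, and each OIM group against B34. Differences between effects were tested in the same model. The 23 gene lists hold 556 entries, of which 517 were measured. A gene in several lists is counted in each. The lists were tested in the 9 comparisons with camera at a preset correlation of 0.01 between genes, and the 207 tests were adjusted together. Counts of list members also used an adjustment over the list alone. The lists were fixed before the data were examined, but after the study's own list of most changed genes had been read, and members shared with that list are counted in the results. The bone network list was chosen by the study from chromatin data on these cells, and is not treated as independent evidence. The list tested here holds 146 genes, of which 133 were measured, fewer than the network the study describes. Distances between groups are mean squared log2 differences with the variance of the means subtracted, and their errors are jackknife errors over arrays.

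Named genes follow a rule fixed before the data were examined. They are the 10 largest rises and 10 largest falls in OIM_24hr against B39_24hr and in B39_24hr against B34, and 5 of each in the other comparisons. Each had to be called, with no overlap between the 3 and 3 arrays and a mean in the higher group at or above the median of all probe sets. Chosen genes that the study discusses were added whatever their values, and up to 4 called members of each list. GDF6 and JUN, which the study also discusses, were not in that choice. For tests of a difference between effects the overlap condition was dropped. Genes on the Y chromosome and XIST were left out of the named genes. The text prints those with a mean well above background first, and not all of the rest.

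On simulated data for OIM_24hr against B39_24hr with 19775 genes, 60% of genes changed 2-fold and 93% of genes changed 4-fold were called. For B39_24hr against B34 the shares were 59% and 89%. Unchanged genes were called at 0.0409% and 0.046%. In a simulation of 100 unshifted lists, 3 had p under 0.05. With 3 arrays per group, many genes changed 2-fold were therefore missed.

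Replicate numbers come from the labels. Deviations from the group means of arrays with the same number correlated above 0.1 in all 3 pairs in every comparison among B34 and the 24 and 48 hr groups, with a lowest value of 0.111. In the comparisons with a 4 hr group the lowest value was −0.407. The numbers were taken to pair the arrays in the first kind only. Fits with a replicate block had already been explored when that rule was applied. In the comparisons taken as paired, 1 to 3 of the 3 replicate numbers correlated best with their own number. All 3 did so only in OIM_24hr against B39_24hr, so the pairing is partial in the others.

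Alternatives planned before the data were examined were the mean of all probe sets of a gene, every probe set on its own, genes above the median only, quantile normalization, each array centred on its median, only the groups of the comparison, a replicate block, eBayes with trend and robust, array quality weights, and leaving out each array. For lists they were an estimated correlation between genes, fry, and leaving out B39_4hr replicate 1. For the 5-fold count it was a 2-fold threshold, and for distances and correlations it was only the genes changed over 5-fold. Added after the data were examined were the floor at 32, leaving out B39_4hr replicates 1 and 3 and OIM_4hr replicate 3, leaving out number 1 of every group, leaving out all 4 hr arrays, camera for the tests of a difference between effects, and leaving out each array for the gene lists. The run without those 3 arrays leaves 1 array of B39_4hr and 2 of OIM_4hr, and the arrays were picked by their own values, so only its counts are given.

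A block made from a split of the arrays seen in their own values was also computed and then dropped, because groups defined by the measured values are not the study's groups, and its results are not reported. The test for muscle cells at 4 hr was first run on members of which some had already been seen. It gave a value exactly at its bound, and it was replaced by a test on members not seen before. The test with other hypoxia targets first contained 1 gene whose value had been seen. That output was deleted unread, the gene was removed and the test was run again.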

Results

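Gene expression was measured in hFOB 1.19 human fetal osteoblastic cells on 21 Affymetrix U133 Plus 2.0 arrays, in 7 groups of 3. B34 cells were kept at 34°C in basal medium. B39 cells were moved to 39°C, where the T antigen that immortalizes the line is lost, for 4, 24 or 48 hr in basal medium. OIM cells were moved to 39°C for the same times in osteogenic induction medium with dexamethasone, ascorbic acid and β-glycerophosphate. The labels give B34 no time, and no group at 34°C matches 4, 24 or 48 hr. Differences from B34 therefore mix temperature with time in culture, and wording such as the effect of 39°C carries that limit. Values are log2 differences between group means with their standard errors (SE), n is 3 and 3 arrays unless an array is named as left out, and calls are limma adjusted p under 0.05 among 19775 genes. The lowest correlation between arrays of a group was 0.942, no arrays were identical, and median signals ran from 21.8 to 29.4. B39_4hr replicate 1, whose labels conflict on temperature, had a log2 HSPH1 signal of 12.56, against 12.55 and 12.61 in the other B39_4hr arrays and 9.48 to 10.41 in B34. The source of the replicates is not stated in the labels, so p-values cover the spread between arrays only.

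**Figure D1:**
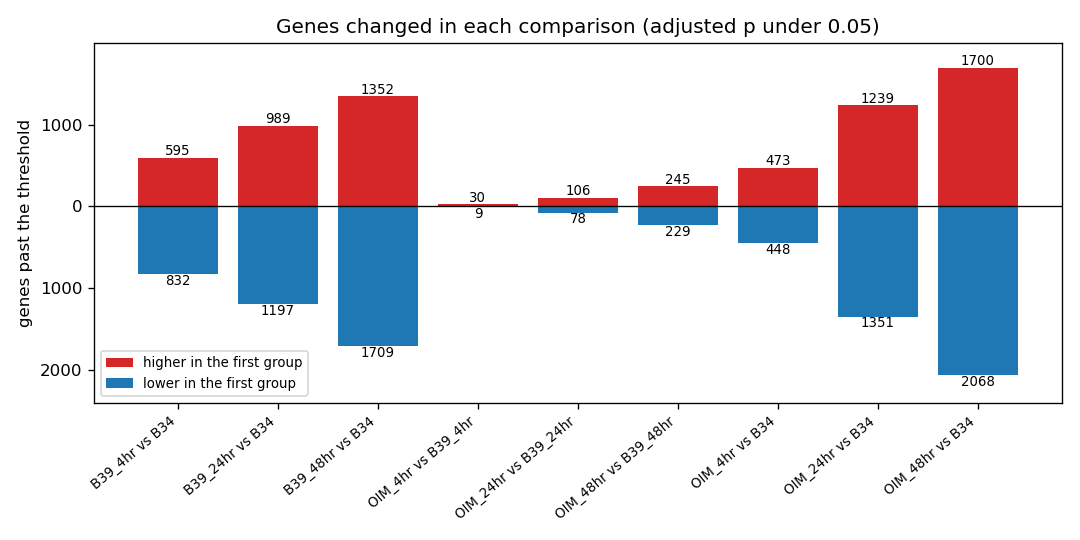
Called genes in each comparison, with bars up for higher and bars down for lower genes.

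The first question was what differed from B34 after 4 hr at 39°C in basal medium. Chaperones and their partners, which refold damaged proteins, were among the genes that rose most. HSPH1 rose by 2.72 (SE 0.21, adjusted p = 5.74e-06), or 6.57-fold, CHORDC1 by 2.52 (SE 0.17, adjusted p = 1.71e-06), BAG3 by 1.80 (SE 0.15) and FKBP4 by 1.72 (SE 0.21). INHBB, a subunit of activin, rose by 2.69 (SE 0.41, adjusted p = 0.00148), the cytokine IL11 by 1.18 (SE 0.20), the AP-1 factor FOSL2 by 1.26 (SE 0.13) and the smooth muscle gene CNN1 by 1.17 (SE 0.19). The collagen hydroxylases P4HA1 and P4HA2 rose by 0.94 (SE 0.19) and 0.78 (SE 0.12), and ANKRD37, a hypoxia target, by 1.21 (SE 0.22). The replication helicase subunit MCM3 and the mitotic motor KIF11 fell by 0.63 (SE 0.10) and 0.59 (SE 0.09), and ST7-AS1 fell at least 2.56-fold. ID3, a target of BMP signals, rose by 2.54 (SE 0.53, adjusted p = 0.0103), and its call was lost without B34 replicate 2 (adjusted p = 0.0601) or replicate 3 (adjusted p = 0.0559). RRM2 rose by 0.46 (SE 0.09), but the mean of its probe sets was −0.07.

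Of 16 heat shock genes, 15 rose and 0 fell after 4 hr at 39°C, with the same counts when adjusted over the list alone. Their median was 1.27 (adjusted p = 5.99e-30), and 4 members are among the study's most changed genes. Of 20 BMP and TGF-beta genes, 2 rose, or 10 over the list alone, with a median of 0.61, or 0.39 without B34 replicate 2 (adjusted p = 0.000347, and adjusted p = 0.189 with an estimated correlation). In the contractile list 4 of 15 rose, or 10 over the list alone (median 0.50, adjusted p = 2.92e-08, and adjusted p = 0.129 with an estimated correlation). In the hypoxia and glycolysis list 4 of 16 rose, or 9 with 1 lower over the list alone (median 0.47, or 0.30 without B34 replicate 2, adjusted p = 0.000117, and adjusted p = 0.189 with an estimated correlation). The extracellular matrix list had 6 of 26 higher, or 7 over the list alone, and passed upward (adjusted p = 0.0424, and adjusted p = 0.684 with an estimated correlation), although its median was 0.05 and its mean −0.03. That call was lost without B34 replicate 1 (adjusted p = 0.165) or B39_4hr replicate 2 (adjusted p = 0.0718), and the mean without single arrays lay between −0.15 and 0.05. Members of these lists among the study's most changed genes were 4 for BMP and TGF-beta, 1 for contractile and 1 for extracellular matrix genes. The interferon list had 0 of 19 genes called by limma and a median of −1.08 (adjusted p = 0.00292, and adjusted p = 0.792 with an estimated correlation). Its mean relative to all B34 arrays was 1.40 in B34 replicate 1 against −0.51 and −0.89 in the others, and without that array the median was −0.50 and the call was lost (adjusted p = 0.692). DNA replication genes had 1 of 22 higher and 3 lower, or 1 and 8 over the list alone, with adjusted p = 0.0602 for the list, 0.0394 without B34 replicate 2 and 0.00379 without B39_4hr replicate 2. Skeletal muscle genes had 0 of 14 higher and 1 lower, with a median of −1.12 (adjusted p = 0.0565, adjusted p = 0.0307 with a replicate block and adjusted p = 0.00125 without B39_4hr replicate 2). Replicate numbers did not pair the arrays in this comparison, so the block value is not read as support. In the p53 list 0 of 18 rose and 1 fell (adjusted p = 0.398).

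At 4 hr in B39, 595 genes were higher and 832 lower, and after centring each array on its median the split was 388 and 157. Centring moved the median of all genes by 0.19 here, so the lower side is the less certain one. The total of 1427 was 538 without B34 replicate 2, 596 without B34 replicate 3, 822 without B39_4hr replicate 1 and 622 without B39_4hr replicate 3. Among the genes called were MYF6, lower by 1.11 (SE 0.22), and MYOG was near background in B39_4hr replicates 1 and 3 and in OIM_4hr replicate 3. MYOG intensity was also under 32 in B39_48hr replicate 1 (27.1) and OIM_48hr replicate 1 (5.65). It was 165 to 194 in replicates 2 and 3 of those 48 hr groups. The skeletal muscle list was then averaged relative to B34, with signals under 32 set to 32. In B39_4hr replicates 1 and 3 and OIM_4hr replicate 3 its mean was −0.709, −0.747 and −0.615. It was 0.192, 0.314 and 0.358 in the other 3 arrays of that time. The DNA replication list was at −0.397, −0.336 and −0.387 in the same 3 arrays, below the other 18, and the p53 list at −0.31, −0.135 and −0.30 against 0.432, 0.411 and 0.448. In B39_4hr replicate 2 the DNA replication list was at −0.044. The hypoxia and glycolysis list was at 0.557 and 0.363 in B39_4hr replicates 1 and 3 and at 0.139 in replicate 2. Its rise at 4 hr was therefore larger in replicates 1 and 3.

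**Figure D2:**
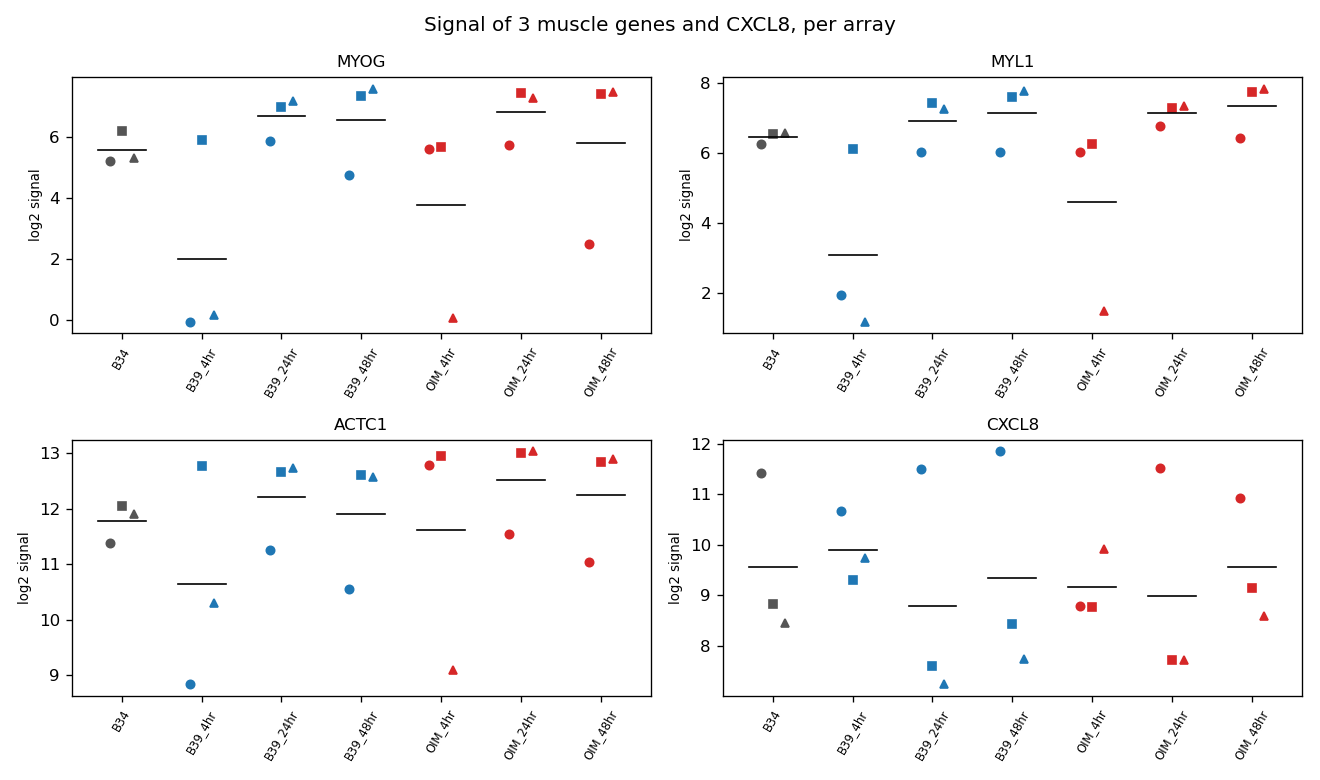
Log2 signals of MYOG, MYL1, ACTC1 and CXCL8 in each array, by group, with circles for replicate 1, squares for replicate 2 and triangles for replicate 3. B34 is grey, B39 blue and OIM red, and bars are group means.

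The next question was what the cells looked like after 24 hr at 39°C. The cold-inducible RNA-binding proteins RBM3 and CIRBP fell, to −3.10 (SE 0.16, adjusted p = 7.64e-08) and −2.20 (SE 0.14). Genes needed for cell division fell with them, KIF20A by 2.40 (SE 0.20), CDC20 by 2.24 (SE 0.18), DLGAP5 by 2.19 (SE 0.28) and HMMR by 2.08 (SE 0.36). Targets of p53, which T antigen holds inactive, rose, GDF15 by 2.33 (SE 0.43), TP53I3 by 2.14 (SE 0.38), CDKN1A by 1.98 (SE 0.27, adjusted p = 0.00023) and SPATA18 at least 3.17-fold. SUGCT rose by 4.27 (SE 0.39, adjusted p = 7.33e-06), or 19.3-fold. The secreted protease PAPPA, which frees insulin-like growth factors, rose by 2.84 (SE 0.33), CLCA2 by 3.02 (SE 0.47), the sulfatase SULF2 by 2.86 (SE 0.56), SBF2-AS1 by 2.79 (SE 0.52) and DRAXIN by 2.66 (SE 0.47). PSG5 rose at least 5.48-fold, MAMDC4 at least 5.24-fold, DEPP1 at least 3.36-fold and LINC01503 at least 2.60-fold from signals near background. The call of MAMDC4 was lost without B34 replicate 2 or 3 (adjusted p = 0.0514 and 0.0518) or B39_24hr replicate 3 (adjusted p = 0.0518). ACTA2 rose by 2.53 (SE 0.22), IL1B by 2.50 (SE 0.51), INHBA by 1.74 (SE 0.34), TGFB2 by 1.40 (SE 0.31) and COL1A2 by 1.12 (SE 0.18).

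Of 22 mitosis genes, 21 fell and 0 rose at 24 hr in B39, the same over the list alone, with a median of −1.44 (adjusted p = 1.72e-31). Of 18 p53 targets, 16 rose and 0 fell, or 17 over the list alone, with a median of 1.35 (adjusted p = 7.8e-19, and adjusted p = 0.0875 with an estimated correlation). The study's most changed genes include 5 of the mitosis and 3 of the p53 members. Heat shock genes had 7 of 16 higher, or 9 over the list alone, with a median of 0.45 (adjusted p = 4.12e-06, and adjusted p = 0.112 with an estimated correlation), including HSPA4L at 1.85 (SE 0.20). Of 19 osteoblast genes, COL1A2 and RUNX2 rose and 0 fell, the same over the list alone (median 0.52, or 0.30 without B34 replicate 2, adjusted p = 0.0101, and adjusted p = 0.169 with an estimated correlation). In the WNT list 4 of 22 rose, the same over the list alone (adjusted p = 0.0089, and adjusted p = 0.0578 with an estimated correlation), including the inhibitors DKK1 at 1.73 (SE 0.31) and DKK3 at 1.00 (SE 0.11). Cholesterol synthesis genes had 5 of 10 higher, or 6 over the list alone (median 0.54, adjusted p = 5.33e-05, and adjusted p = 0.129 with an estimated correlation), with INSIG1 at 1.00 (SE 0.15) and IDI1 at 0.91 (SE 0.15). Of 26 extracellular matrix genes 5 rose, or 6 over the list alone (mean 0.28, or 0.15 without B34 replicate 1 and 0.43 without B39_24hr replicate 1, adjusted p = 0.000708, and adjusted p = 0.438 with an estimated correlation), and of 15 contractile genes 4 rose, or 7 with 1 lower over the list alone (adjusted p = 0.000708, and adjusted p = 0.438 with an estimated correlation). P4HA1 rose by 1.52 (SE 0.19) and P4HA2 by 1.49 (SE 0.12). Of 16 hypoxia and glycolysis genes 4 rose, or 5 over the list alone (adjusted p = 0.000256, and adjusted p = 0.211 with an estimated correlation), with NDRG1 at 1.45 (SE 0.28) and HK2 at 1.27 (SE 0.25).

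At 24 hr in B39, 989 genes were higher and 1197 lower than in B34, and centring turned the split into 802 and 379. DNA replication genes went both ways, with 2 of 22 higher and 4 lower, or 3 and 6 over the list alone. MCM6 fell by 1.26 (SE 0.18) while RRM2 rose by 0.72 (SE 0.09). The list of bone network genes, chosen by the study on these cells and not independent evidence, had 9 higher, 3 lower and 121 not called, with 9 and 3 over the list alone.

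After 48 hr at 39°C many of the same genes differed most from B34. SUGCT was higher by 5.27 (SE 0.39, adjusted p = 6.75e-07), or 38.7-fold, CLCA2 by 3.91 (SE 0.47) and PSG5 by at least 9.67-fold. RBM3 was lower by −2.99 (SE 0.16), CDC20 by −2.94 (SE 0.18), DLGAP5 by −2.80 (SE 0.28) and KIF20A by −2.79 (SE 0.20). Interferon-stimulated genes, which act against viruses, fell, with CMPK2 at −2.97 (SE 0.57, adjusted p = 0.00207), IFIT1 at −2.91 (SE 0.50), OASL at −2.90 (SE 0.44) and IFIT2 at −2.72 (SE 0.32). IL1B rose by 3.20 (SE 0.51) and IL1A by 2.28 (SE 0.53), ACTA2 by 2.75 (SE 0.22), INHBA by 2.15 (SE 0.34), TGFB2 by 1.76 (SE 0.31) and FOSL2 by 1.73 (SE 0.13). The bone matrix gene SPP1 rose by 1.96 (SE 0.49, adjusted p = 0.0121), a call lost without B39_48hr replicate 1 (adjusted p = 0.0642). ALPL, the phosphatase of mineralizing cells, rose at least 2.39-fold (adjusted p = 0.0121) from near background, a call lost without B39_48hr replicate 3 (adjusted p = 0.0622).

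Of 22 mitosis genes 21 were lower at 48 hr in B39, the same over the list alone (median −1.76, adjusted p = 7.33e-31), and 16 of 18 p53 targets were higher, or 17 over the list alone (adjusted p = 6.45e-17, and adjusted p = 0.0992 with an estimated correlation). Of 19 interferon-stimulated genes 8 were lower, or 10 over the list alone, and 0 were higher (median −1.71, adjusted p = 1.44e-06, and adjusted p = 0.597 with an estimated correlation). Without B34 replicate 1, which stood at 1.40 against −0.51 and −0.89 in the other B34 arrays, the median fall was 0.89 (adjusted p = 0.00148). The study's most changed genes include 5 members of the interferon list. Contractile genes had 8 of 15 higher, or 11 over the list alone (median 0.62, adjusted p = 7.01e-07, and adjusted p = 0.189 with an estimated correlation). Extracellular matrix genes had 7 of 26 higher, or 9 and 1 lower over the list alone (median 0.51, adjusted p = 3.07e-06, and adjusted p = 0.211 with an estimated correlation). Osteoblast genes had 5 of 19 higher and 0 lower, the same over the list alone (adjusted p = 0.0227, and adjusted p = 0.223 with an estimated correlation). Heat shock genes had 5 of 16 higher and 1 lower, or 6 and 1 over the list alone (median 0.22, or 0.34 without B34 replicate 1, adjusted p = 0.00112, and adjusted p = 0.3 with an estimated correlation). Hypoxia genes had 6 of 16 higher, or 7 over the list alone (median 0.52, or 0.32 without B34 replicate 2, adjusted p = 0.000988, and adjusted p = 0.279 with an estimated correlation), among them SLC2A1 at 1.10 (SE 0.19) and HK2 at 1.43 (SE 0.25). WNT genes had 4 of 22 higher, or 6 over the list alone (adjusted p = 0.021, adjusted p = 0.0878 with an estimated correlation and adjusted p = 0.0867 without B39_48hr replicate 1), with WNT5B at 1.45 (SE 0.20). Cholesterol synthesis genes had 3 of 10 higher, the same over the list alone (adjusted p = 0.0156, adjusted p = 0.438 with an estimated correlation and adjusted p = 0.0969 without B34 replicate 1). ER stress genes had 2 of 15 higher, the same over the list alone, with PDIA4 at 1.54 (SE 0.23). That list passed narrowly (adjusted p = 0.0451, adjusted p = 0.821 with an estimated correlation, adjusted p = 0.0532 with a replicate block and adjusted p = 0.0507 without B39_4hr replicate 1). It was lost without B34 replicate 1 (adjusted p = 0.798, with a mean of −0.19 against 0.27) or B39_48hr replicates 1 or 3 (adjusted p = 0.0661 and 0.0576), and the mean was 0.59 without B34 replicate 2. Bone network genes, not independent evidence, had 18 higher, 5 lower and 110 not called, or 19 and 5 over the list alone (adjusted p = 0.061, and adjusted p = 0.0433 without B39_48hr replicate 2). In all, 1352 genes were higher and 1709 lower at 48 hr in B39, and 1162 and 624 after centring.

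Between 24 and 48 hr in B39, limma called 40 genes, 17 higher and 23 lower at 48 hr. LAMA1, a laminin chain, rose by 1.17 (SE 0.13, adjusted p = 0.00215), and RIDA fell by 1.11 (SE 0.15, adjusted p = 0.00805). The interferon-stimulated genes IFIT2, ISG15 and DDX60 fell by 1.95 (SE 0.32), 1.56 (SE 0.24) and 1.44 (SE 0.22). The collagen chain COL6A1 rose by 0.61 (SE 0.08). IFIT2, ISG15 and DDX60 lost their calls without 5 of the 6 single arrays, and RIDA (adjusted p = 0.056) and COL6A1 (adjusted p = 0.0573) without B39_24hr replicate 2. The count depended on each array. It was 13, 2 and 9 without B39_24hr replicates 1, 2 and 3, and 23, 7 and 18 without B39_48hr replicates 1, 2 and 3, and 75 with a replicate block.

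The question for OIM was what the medium added at the same temperature and time. After 4 hr, known targets of the glucocorticoid receptor, which dexamethasone binds, rose against B39. TSC22D3 rose by 2.51 (SE 0.22, adjusted p = 8.27e-05), KLF9 by 2.16 (SE 0.31, adjusted p = 0.00855), FKBP5 by 1.67 (SE 0.18, adjusted p = 0.000367) and CEBPD by 1.22 (SE 0.15, adjusted p = 0.00192). The chemokine CCL20 rose at least 1.71-fold from background (adjusted p = 0.0115). The transferrin receptor TFRC fell by 2.10 (SE 0.24, adjusted p = 0.000517), although the mean of its probe sets was −0.70. The hypoxia targets HK2 and ANKRD37 fell by 1.47 (SE 0.25, adjusted p = 0.0219) and 1.42 (SE 0.22, adjusted p = 0.0115), and IL11 by 1.35 (SE 0.20, adjusted p = 0.00964). The call of HK2 was lost without OIM_4hr replicate 1 (adjusted p = 0.11) or 2 (adjusted p = 0.146), and that of IL11 without OIM_4hr replicate 1 (adjusted p = 0.0509). CCL20 lost its call without B39_4hr replicate 1 or 3 (adjusted p = 0.0518 and 0.0596) or OIM_4hr replicate 2 (adjusted p = 0.0673).

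Of 21 glucocorticoid-induced genes 4 rose at 4 hr in OIM against B39, or 8 over the list alone, and 0 fell (median 0.64, adjusted p = 6.77e-11). The study's most changed genes include 1 of them. Of 16 hypoxia and glycolysis genes 2 fell, or 7 over the list alone, and 0 rose (median −0.48, adjusted p = 7.78e-12). Relative to B34 this list stood at 0.557 and 0.363 in B39_4hr replicates 1 and 3 and 0.046 in OIM_4hr replicate 3. It stood at 0.139 in B39_4hr replicate 2 and at −0.26 and −0.153 in OIM_4hr replicates 1 and 2. Within each of these sets OIM was lower. The sets are unevenly divided between the media, so the size of the fall is not separated from them. Inflammatory genes had 1 of 22 higher and 1 lower, or 1 and 2 over the list alone, with a median of −0.31, or −0.47 without B39_4hr replicate 3 and −0.11 without OIM_4hr replicate 3 (adjusted p = 0.00254, and adjusted p = 0.642 with an estimated correlation). The study's most changed genes include 1 inflammatory member. Mitosis genes had 0 of 22 called, also over the list alone, with a median of −0.14 (adjusted p = 0.00112, and adjusted p = 0.556 with an estimated correlation). That call was lost without OIM_4hr replicate 2 (adjusted p = 0.0974), and the median ran from −0.07 without B39_4hr replicate 1 to −0.24 without OIM_4hr replicate 3. The list stood at 0.099, 0.105 and 0.07 in B39_4hr replicates 1 and 3 and OIM_4hr replicate 3, against −0.134, −0.176 and −0.212 in the other 3 arrays of that time. Skeletal muscle genes had 1 of 14 higher, a median of 0.94 and adjusted p = 0.0528, which was 0.0152 with a replicate block, 0.000382 without B39_4hr replicate 2 and 0.000604 without OIM_4hr replicate 3. This list was among those low in B39_4hr replicates 1 and 3 and OIM_4hr replicate 3. BMP and TGF-beta genes (adjusted p = 0.0624) and contractile genes (adjusted p = 0.0689) passed with a replicate block (0.0344 and 0.039) or without B39_4hr replicate 1 (0.00994 and 0.00335), and the first also without OIM_4hr replicate 1 (0.0458) or 2 (0.0443). Replicate numbers did not pair the arrays here either, so the block values of these lists and of the skeletal muscle list are not read as support. limma called 30 genes higher and 9 lower of 19775, and 1481 had an unadjusted p under 0.05. The total of 39 was 22 without B39_4hr replicate 3, and 23, 15 and 61 without OIM_4hr replicates 1, 2 and 3. Centring moved the median of all genes by −0.10 here.

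After 24 hr the glucocorticoid targets stayed higher in OIM than in B39, with TSC22D3 at 2.88 (SE 0.22, adjusted p = 4.17e-06), FKBP5 at 2.41 (SE 0.18, adjusted p = 4.17e-06) and KLF9 at 2.06 (SE 0.31). The prostaglandin receptor PTGER2 rose by 3.41 (SE 0.35, adjusted p = 6.52e-05) or 10.6-fold, the carboxypeptidase CPM by 2.92 (SE 0.25, adjusted p = 8.57e-06) and ALOX5AP, needed to make leukotrienes, by 2.74 (SE 0.40). IL1R1, the receptor of interleukin 1, rose by 2.60 (SE 0.31), ANKRD1 by 2.44 (SE 0.32) and the chaperone DNAJB4 by 1.39 (SE 0.13). SERPINA3, a protease inhibitor of the acute phase, rose at least 5.38-fold and CCL20 at least 3.11-fold. CXCL12, a chemokine that holds blood stem cells in marrow, fell by 2.05 (SE 0.24, adjusted p = 0.000234), the protease inhibitors TIMP3 and SERPINB7 by 1.97 (SE 0.17, adjusted p = 8.57e-06) and 2.50 (SE 0.28), and HK2 by 1.79 (SE 0.25). P4HA1 fell by 1.38 (SE 0.19) and DDIT4L at least 3.45-fold. IGFBP5 fell by 3.31 (SE 0.62, adjusted p = 0.0155), a call lost without B39_24hr replicates 2 or 3 (adjusted p = 0.0848 and 0.0755) and without OIM_24hr replicates 1 or 3 (adjusted p = 0.065 and 0.0554). CXCL5, TMEM158, LYPD1 and SIGLEC15 also passed in the complete set and lost their calls without 5 or 6 of the single arrays.

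Of 21 glucocorticoid-induced genes 7 were higher at 24 hr in OIM than in B39, or 11 over the list alone, and 0 lower (median 0.70, adjusted p = 2.71e-14). Of 16 hypoxia and glycolysis genes 6 were lower, or 12 over the list alone, and 0 higher (median −0.61, adjusted p = 1.05e-13). The adipocyte list had 1 of 16 higher, the same over the list alone, which was ACSL1 at 0.73 (SE 0.12). Its median was 0.63 (adjusted p = 0.025, and adjusted p = 0.0992 with an estimated correlation), and its call was lost without B39_24hr replicate 3 (median 0.24, adjusted p = 0.145) or OIM_24hr replicate 1 (adjusted p = 0.0977). The heat shock list had 1 of 16 higher, also over the list alone, and a median of 0.04 (adjusted p = 0.0462, and adjusted p = 0.62 with an estimated correlation). It lost its call without B39_24hr replicate 2 or 3 (adjusted p = 0.131 and 0.2) or OIM_24hr replicate 1 (adjusted p = 0.4), and its median without single arrays ran from −0.04 to 0.12. AP-1 genes passed with a replicate block (adjusted p = 0.049 against adjusted p = 0.0883) and without B39_24hr replicate 3 (0.0498) or OIM_24hr replicate 1 (0.0152). Bone network genes, not independent evidence, had 2 higher, 0 lower and 131 not called, or 2 and 2 over the list alone. limma called 106 genes higher and 78 lower at 24 hr, 59 and 44 of them at least 2-fold, and centring gave 73 and 34. The total of 184 was 95 and 104 without B39_24hr replicates 2 and 3, and 91 and 83 without OIM_24hr replicates 2 and 3.

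**Figure D3:**
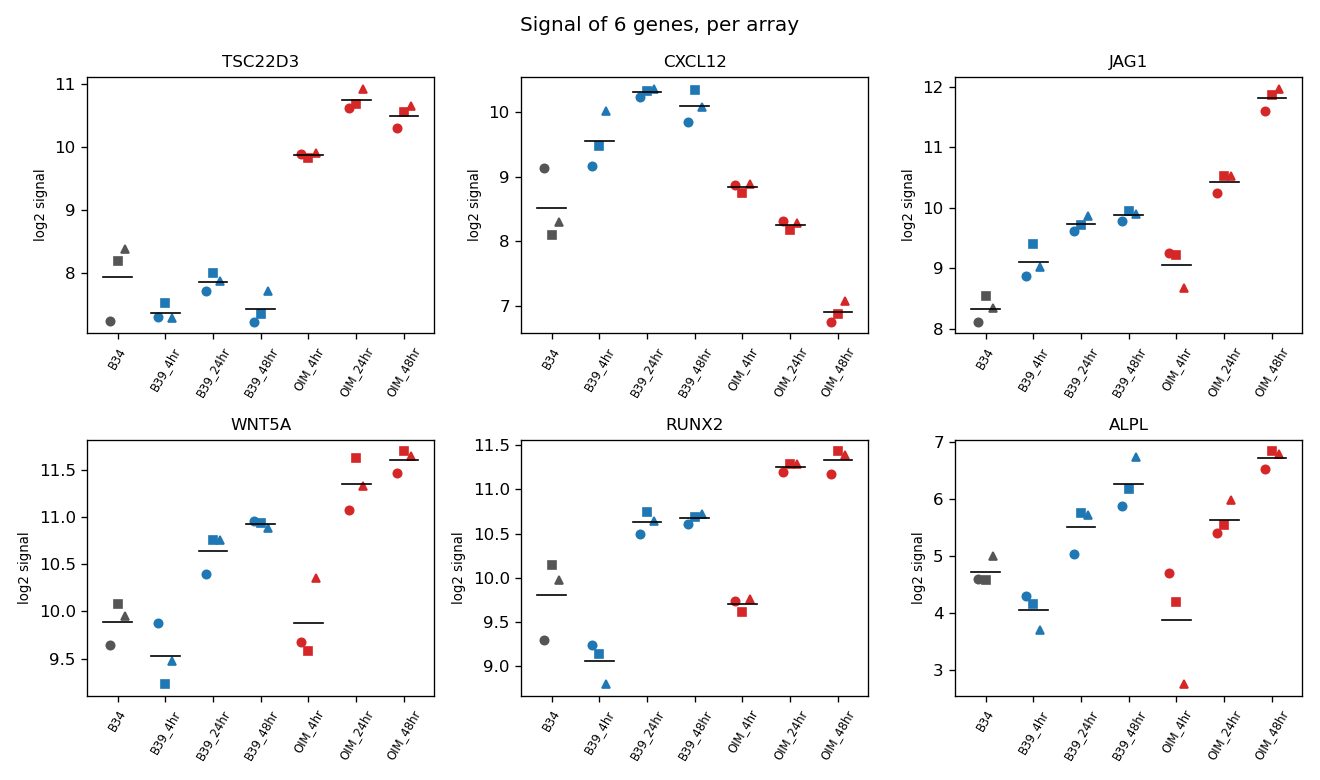
Log2 signals of TSC22D3, CXCL12, JAG1, WNT5A, RUNX2 and ALPL in each array by group, with circles, squares and triangles for replicates 1, 2 and 3. B34 is grey, B39 blue and OIM red, and bars are group means.

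After 48 hr JAG1, a ligand of NOTCH receptors, was higher in OIM than in B39 by 1.93 (SE 0.17, adjusted p = 1.31e-05). TSC22D3 was higher by 3.07 (SE 0.22, adjusted p = 1.6e-06), KLF9 by 2.22 (SE 0.31) and FKBP5 by 1.97 (SE 0.18). CCL20 rose at least 6.34-fold, SERPINA3 at least 4.89-fold, the secreted pentraxin NPTX2 at least 3.0-fold and the protease inhibitor TIMP4 at least 2.73-fold. IGFBP5, which binds insulin-like growth factors, fell by 4.15 (SE 0.62, adjusted p = 0.00137), or 17.8-fold. CXCL12 fell by 3.18 (SE 0.24, adjusted p = 1.61e-06), TMEM158 by 3.15 (SE 0.51) and SERPINB7 by 3.04 (SE 0.28). The glycolytic enzyme ALDOC fell at least 2.77-fold, and the hypoxia targets NDRG1, HK2 and PDK1 by 2.22 (SE 0.28), 1.76 (SE 0.25) and 1.69 (SE 0.28). VEGFA fell by 1.46 (SE 0.27), and the matrix genes TNC and LOX by 2.05 (SE 0.36) and 1.14 (SE 0.21). SOX9, a factor of cartilage cells, fell by 2.05 (SE 0.39, adjusted p = 0.00943), a call lost without OIM_48hr replicate 3 (adjusted p = 0.0507). ZBTB16 rose at least 3.31-fold (adjusted p = 0.00904), a call lost without OIM_48hr replicate 2 (adjusted p = 0.0533). CCNB2 fell by 0.41 (SE 0.09), but the mean of its probe sets was 0.12 and its call was lost without 4 of the 6 single arrays.

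Of 16 hypoxia and glycolysis genes 10 were lower at 48 hr in OIM than in B39, or 11 with 1 higher over the list alone (median −0.87, adjusted p = 1.14e-14). Of 21 glucocorticoid-induced genes 6 were higher, or 9 over the list alone, and 0 lower (median 0.81, adjusted p = 2.42e-11). Extracellular matrix genes had 0 of 26 higher and 6 lower, or 2 and 8 over the list alone (median −0.14, adjusted p = 0.000731, and adjusted p = 0.438 with an estimated correlation). That call was lost without OIM_48hr replicate 1 (adjusted p = 0.0566), and the median was −0.36 and −0.22 without B39_48hr replicates 1 and 2. DNA replication genes had 1 of 22 lower, or 5 over the list alone (median −0.27, adjusted p = 3.92e-05, and adjusted p = 0.377 with an estimated correlation). Mitosis genes had 2 of 22 lower, the same over the list alone (adjusted p = 0.0013, and adjusted p = 0.563 with an estimated correlation). Cholesterol synthesis genes had 0 of 10 called by limma, or 3 lower over the list alone (median −0.27, adjusted p = 0.000422, and adjusted p = 0.196 with an estimated correlation). AP-1 genes had 0 of 11 called by limma, or 2 lower over the list alone (median −0.40, adjusted p = 0.0156, and adjusted p = 0.247 with an estimated correlation), a call lost without B39_48hr replicate 1 (adjusted p = 0.0992) or OIM_48hr replicate 3 (median −0.08, adjusted p = 0.0693). Interferon-stimulated genes passed with a replicate block (adjusted p = 0.0426 against adjusted p = 0.127) and without B39_48hr replicate 3 (0.0291) or OIM_48hr replicate 1 (0.00126). Osteoblast genes had 0 of 19 called against B39 at any time, or 1 higher at each time over the list alone. Bone network genes, not independent evidence, had 4 higher, 3 lower and 126 not called, or 5 and 4 over the list alone. limma called 245 genes higher and 229 lower, 123 and 82 of them at least 2-fold, and 108 and 115 after centring. The difference between 3 prime and 5 prime GAPDH probe sets was 0.237 in OIM at 48 hr against 0.09 in B39 at 48 hr and 0.017 in B34. Averaged with ACTB it was 0.792 and 0.714 in OIM_48hr replicates 2 and 3, the highest of the 21 arrays, so this difference is not separated from RNA quality. The total of 474 was 253 and 259 without B39_48hr replicates 2 and 3, and 219 and 247 without OIM_48hr replicates 2 and 3.

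**Figure D4:**
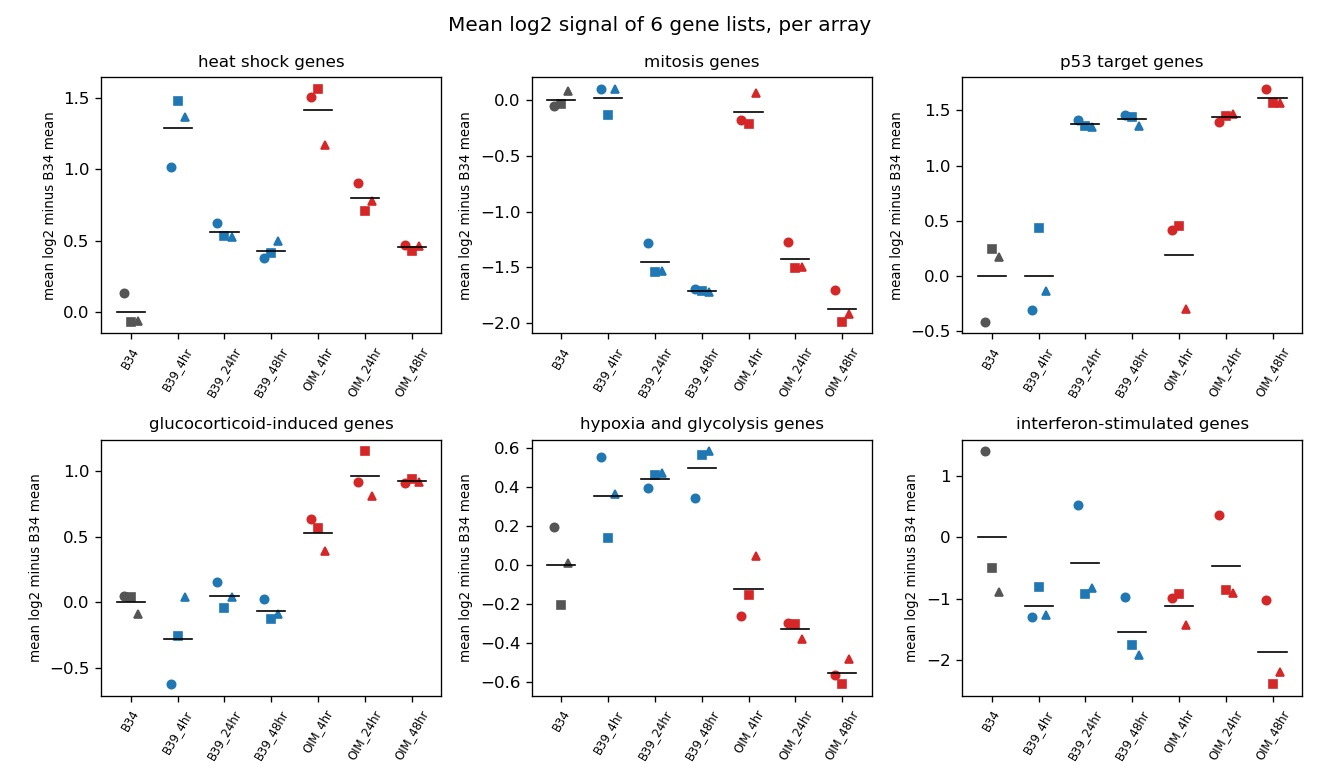
Mean log2 signal of 6 gene lists in each array minus the mean of the B34 arrays, by group, with circles, squares and triangles for replicates 1, 2 and 3. B34 is grey, B39 blue and OIM red, and bars are group means.

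Whether the OIM effect changed with time was tested as a difference between effects. limma called 0 genes between 24 and 4 hr and 0 between 48 and 24 hr, with 1089 and 1028 genes at unadjusted p under 0.05. JAG1 differed by 1.24 between the effects at 48 and 24 hr (adjusted p = 0.401) and WNT5A by −0.03 (adjusted p = 0.999). Between 24 and 4 hr the alternatives called up to 31 genes, the most with array weights. The effects at 48 and 4 hr were not tested against each other.

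The comparison with B34 gives the change from proliferating cells to cells in OIM. After 4 hr HSPH1 rose by 2.49 (SE 0.21, adjusted p = 1.19e-05), ID3 by 2.75 (SE 0.53, adjusted p = 0.00702), CHORDC1 by 2.35 (SE 0.17), FKBP4 by 2.06 (SE 0.21) and DNAJB4 by 2.02 (SE 0.13). TSC22D3 rose by 1.94 (SE 0.22), the kinase SGK1 by 1.48 (SE 0.20) and THAP2 at least 3.91-fold. ADM, a vasodilator peptide, fell by 0.87 (SE 0.16) and ST7-AS1 at least 2.56-fold. RRM2 rose by 0.39 (SE 0.09) and CRISPLD2 by 1.08 (SE 0.23), while the means of their probe sets were −0.16 and −0.04, and each lost its call without 3 of the 6 single arrays. Of 16 heat shock genes 14 rose, or 15 over the list alone (median 1.22, adjusted p = 6.58e-31), and of 21 glucocorticoid-induced genes 6 rose, or 7 over the list alone (median 0.73, or 0.48 without OIM_4hr replicate 2, adjusted p = 1.42e-05). Contractile genes had 2 of 15 higher, or 7 over the list alone (median 0.50, adjusted p = 4.83e-06, and adjusted p = 0.23 with an estimated correlation). BMP and TGF-beta genes had 2 of 20 higher, or 5 and 2 lower over the list alone (adjusted p = 0.0197, and adjusted p = 0.446 with an estimated correlation), and lost the call without B34 replicate 2 or 3 (adjusted p = 0.109 and 0.0782). Inflammatory genes had 1 of 22 higher and 3 lower, or 1 and 5 over the list alone (adjusted p = 0.012, and adjusted p = 0.684 with an estimated correlation), a call lost without B34 replicate 1 (adjusted p = 0.556). Interferon-stimulated genes had 0 of 19 called by limma (median −1.15, adjusted p = 4.64e-05, and adjusted p = 0.667 with an estimated correlation), and without B34 replicate 1 the median was −0.39 and the call was lost (adjusted p = 0.266). The hypoxia and glycolysis list had 0 of 16 higher and 2 lower, or 1 and 2 over the list alone, and did not pass (adjusted p = 0.717). In all, 473 genes rose and 448 fell, and 204 and 89 after centring. The total of 921 was 1468, 473 and 456 without B34 replicates 1, 2 and 3, and 578 without OIM_4hr replicate 2.

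After 24 hr in OIM, PAPPA was 23.6-fold above B34, a rise of 4.56 (SE 0.33, adjusted p = 6.26e-07). JAG1 rose by 2.09 (SE 0.17), DNAJB4 by 2.48 (SE 0.13), TSC22D3 by 2.81 (SE 0.22), CEBPD by 2.24 (SE 0.15), CRISPLD2 by 2.09 (SE 0.23) and the zinc finger gene HIVEP3 by 2.12 (SE 0.18). The matrix gene LUM rose by 1.94 (SE 0.39), the myogenic factor MYF5 by 2.06 (SE 0.34) and COL11A1 at least 6.36-fold. CDC20 fell by 2.30 (SE 0.18) and PDK1 by 1.73 (SE 0.28), and SERPINA3 rose at least 5.38-fold. Mitosis genes had 21 of 22 lower, or 22 over the list alone (median −1.41, adjusted p = 5.41e-30), and glucocorticoid-induced genes 8 of 21 higher, or 9 over the list alone (median 0.52, adjusted p = 2.09e-08). Of 18 p53 targets 16 rose, the same over the list alone (adjusted p = 5.15e-18, and adjusted p = 0.088 with an estimated correlation). Extracellular matrix genes had 9 of 26 higher, or 13 and 1 lower over the list alone (median 0.53, adjusted p = 0.00209, and adjusted p = 0.504 with an estimated correlation). Cholesterol synthesis genes had 6 of 10 higher, or 7 over the list alone (median 0.64, adjusted p = 4.2e-06, and adjusted p = 0.088 with an estimated correlation), with SQLE at 1.05 (SE 0.12). Heat shock genes had 7 of 16 higher, or 11 over the list alone (adjusted p = 1.09e-07, and adjusted p = 0.0809 with an estimated correlation). Contractile genes had 4 of 15 higher, or 6 over the list alone (adjusted p = 7.54e-05, and adjusted p = 0.326 with an estimated correlation). WNT genes had 5 of 22 higher and 2 lower, the same over the list alone (adjusted p = 0.0197, and adjusted p = 0.0875 with an estimated correlation). Skeletal muscle genes had 2 of 14 higher, the same over the list alone (median 0.66, adjusted p = 0.0462, and adjusted p = 0.684 with an estimated correlation), a call lost without B34 replicate 1 or 3 (adjusted p = 0.0711 and 0.062) or OIM_24hr replicate 2 (adjusted p = 0.0714). Osteoblast genes had 3 of 19 higher, the same over the list alone (adjusted p = 0.0453, and adjusted p = 0.3 with an estimated correlation), a call lost without B34 replicate 2 (adjusted p = 0.063) or OIM_24hr replicate 3 (adjusted p = 0.115). The hypoxia and glycolysis list had 1 of 16 higher and 2 lower, or 1 and 3 over the list alone, and did not pass (adjusted p = 0.27, and adjusted p = 0.0394 without B34 replicate 2). Interferon-stimulated genes passed with a replicate block (adjusted p = 0.0307 against adjusted p = 0.131) and without B34 replicate 2 (0.0181) or 3 (0.00179) or OIM_24hr replicate 1 (0.00503). Bone network genes, not independent evidence, had 8 higher, 5 lower and 120 not called, or 8 and 4 over the list alone (adjusted p = 0.251). In all, 1239 genes rose and 1351 fell, and 1132 and 416 after centring, which moved the median of all genes by 0.12.

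After 48 hr in OIM, PAPPA was 34.5-fold above B34, a rise of 5.11 (SE 0.33, adjusted p = 1.02e-07), SUGCT rose by 4.92 (SE 0.39) and JAG1 by 3.48 (SE 0.17, adjusted p = 8.91e-09), or 11.1-fold. DNAJB4 rose by 2.65 (SE 0.13), INHBA by 2.56 (SE 0.34), HIVEP3 by 2.37 (SE 0.18), the matrix factor CCN2 by 1.83 (SE 0.21), COL11A1 at least 11.6-fold and SPATA18 at least 12.6-fold. IFIT1 fell by 3.52 (SE 0.50, adjusted p = 0.000124), IFIT2 by 3.31 (SE 0.32) and CMPK2 at least 11.1-fold. HMMR was at −3.10 (SE 0.36), CDC20 at −3.09 (SE 0.18) and TNC at −2.53 (SE 0.36). The glycolytic enzymes ENO1 and LDHA fell by 1.06 (SE 0.18) and 0.88 (SE 0.13), and ALDOC at least 4.35-fold. The hypoxia and glycolysis list they belong to had 3 of 16 higher and 6 lower, or 3 and 7 over the list alone, and did not pass (adjusted p = 0.067). It passed without B34 replicate 2 (adjusted p = 0.0105) or OIM_48hr replicate 1 (adjusted p = 0.0261). All 22 mitosis genes were lower (median −1.86, adjusted p = 7.91e-31), also over the list alone, and 17 of 18 p53 targets were higher, or 18 over the list alone (adjusted p = 2.94e-16, and adjusted p = 0.103 with an estimated correlation). Interferon-stimulated genes had 9 of 19 lower, or 15 over the list alone (median −1.98, adjusted p = 1.47e-07, and adjusted p = 0.529 with an estimated correlation). Without B34 replicate 1 the median was −1.39 and the mean −1.17 against −1.87 (adjusted p = 9.57e-05). Glucocorticoid-induced genes had 9 of 21 higher, the same over the list alone (median 0.51, or 0.86 to 0.91 without B34 replicate 1 or 2 or OIM_48hr replicate 1 or 2, adjusted p = 1.63e-06). Osteoblast genes had 5 of 19 higher and 0 lower, the same over the list alone (median 0.51, adjusted p = 0.00254, and adjusted p = 0.103 with an estimated correlation). WNT genes had 6 of 22 higher, or 6 and 1 lower over the list alone (adjusted p = 0.0127, and adjusted p = 0.0716 with an estimated correlation). Contractile genes had 5 of 15 higher, or 6 over the list alone (adjusted p = 0.001, and adjusted p = 0.458 with an estimated correlation). The heat shock list had 3 of 16 higher and 1 lower (adjusted p = 0.0674, and adjusted p = 0.0029 without B34 replicate 1). The inflammatory list (adjusted p = 0.058), the extracellular matrix list (adjusted p = 0.0712) and the skeletal muscle list (adjusted p = 0.0795) passed with a replicate block (0.0243, 0.0307 and 0.049) and without OIM_48hr replicate 3, 1 and 1 (0.0332, 0.0112 and 0.0249), the first also without B34 replicate 1 (0.00244). In all, 1700 genes rose and 2068 fell, and 1288 and 1151 after centring, so the larger side turned. The RNA quality difference of OIM at 48 hr applies here too.

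Some lists passed in none of the 9 comparisons. At 48 hr in OIM against B34, NOTCH genes had 2 of 16 higher (adjusted p = 0.27), chondrocyte genes 2 of 16 higher and 1 lower (adjusted p = 0.196), and the study's most changed genes include 1 member of each. Blood cell genes had 0 of 13 called there (adjusted p = 0.996) and in every other comparison, and endothelial and epithelial genes 0 of 15 (adjusted p = 0.981). Bone network genes had 15 higher, 11 lower and 107 not called there, or 18 and 11 over the list alone, and are not independent evidence.

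For the genes the study discusses, the question was whether OIM changed them beyond 39°C alone. RUNX2, the main transcription factor of bone cells, was 0.64, 0.63 and 0.65 above B39 at 4, 24 and 48 hr (SE 0.17, adjusted p = 0.242, 0.139 and 0.0673). Against B34 it fell by 0.74 at 4 hr in B39 (adjusted p = 0.0192), a call lost without B34 replicate 2 (adjusted p = 0.1), B34 replicate 3 (adjusted p = 0.0857) or B39_4hr replicate 3 (adjusted p = 0.0929). It rose by 0.82 and 0.87 at 24 and 48 hr in B39 and by 1.45 and 1.52 in OIM. WNT5A was 0.34, 0.71 and 0.68 above B39 (SE 0.21, adjusted p = 0.81, 0.184 and 0.13). It rose against B34 by 0.75 at 24 hr in B39 (adjusted p = 0.0329), a call lost without B34 replicate 1 or 3 (adjusted p = 0.117 and 0.0662) or B39_24hr replicate 2 or 3 (adjusted p = 0.108 and 0.111). It rose by 1.04 at 48 hr in B39 and by 1.46 and 1.72 at 24 and 48 hr in OIM. From 24 to 48 hr in B39 it changed by 0.29 (adjusted p = 0.702). JAG1 was 0.70 above B39 at 24 hr (adjusted p = 0.0875, and 0.0495 with a replicate block). The collagen gene COL1A1 was 0.01, −0.06 and 0.14 from B39 (SE 0.15) and was called in no comparison, but its group means of 13.62 to 13.86 lie near the highest signals of the arrays, where a change cannot be read. ALPL was 0.13 and 0.46 from B39 at 24 and 48 hr (SE 0.38) and near background at 4 hr, while at 4, 24 and 48 hr DKK1 was 0.48, 0.21 and 0.62 (SE 0.31), CDH11 −0.07, 0.30 and −0.03 (SE 0.26) and SMAD3 −0.29, −0.06 and −0.03 (SE 0.18), and none passed. Against B34, DKK1 rose in OIM by 1.44, 1.95 and 2.09 (adjusted p = 0.0148, 0.000605 and 0.000192). CDH11 rose in OIM by 1.04 at 24 hr (adjusted p = 0.0125). At 48 hr SMAD3 rose by 0.645 in OIM (adjusted p = 0.021) and 0.678 in B39 (adjusted p = 0.0191). ALPL was called higher in OIM at 48 hr (adjusted p = 0.00151), from near background. The adipocyte regulator PPARG was near background at 4 hr, 0.72 above B39 at 24 hr (adjusted p = 0.707) and at least 2.16-fold above it at 48 hr (adjusted p = 0.0949), and did not pass. Against B34 it was called higher in OIM at 24 and 48 hr (adjusted p = 0.0183 and 0.00444), from near background. DIS3L2 and ALPG were called in no comparison, ALPP stayed near background, and GDF6 was not analysed here.

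How close OIM came to each B39 group was measured as a distance over 19775 genes. OIM at 4 hr was 0.0334 (SE 0.102) from B39 at 4 hr and 0.255 (SE 0.0393) from B39 at 48 hr, with 0.158 (SE 0.0299) from B39 at 24 hr and 0.0738 (SE 0.0802) from B34. OIM at 24 hr was 0.0304 (SE 0.0229) from B39 at 24 hr, 0.0781 (SE 0.0273) from B39 at 48 hr and 0.267 (SE 0.113) from B39 at 4 hr. OIM at 48 hr was 0.0777 (SE 0.0387) from B39 at 48 hr, 0.119 (SE 0.0478) from B39 at 24 hr and 0.422 (SE 0.121) from B39 at 4 hr. The OIM effects correlated across genes by 0.087 between 4 and 24 hr, 0.071 between 4 and 48 hr and 0.204 between 24 and 48 hr, and by 0.354, 0.296 and 0.623 in genes above the median signal. TSC22D3, KLF9 and FKBP5 passed at each of those times. The OIM effect at 24 hr correlated with the effect of 39°C by −0.023 at 4 hr and −0.032 at 48 hr, and by 0.055 and 0.038 in genes changed over 5-fold, so the sign depends on the genes. Genes are not independent of each other, so these correlations carry no p-value.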

Values the study reported

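As its top genes the study listed 135 with changes of over 5 fold relative to control cells, and it described arrays that grouped by time and condition. Its methods instead give a threshold of 2-fold for the top 135 genes. It described expression after 4 hr in OIM as closer to that of cells held for 2 days at 39°C in basal medium. Its discussion instead places the cells of 2 days in basal medium closer to those in OIM on the first day. It described chromatin changes near WNT5A in OIM as transient, without a further increase on the second day. Expression of WNT5A in OIM was described as rising on the first day and declining by the second. It also described WNT5A as higher after 2 days in basal medium than in OIM. From enhancers found only in OIM on the first day, it reported a bone development network of 147 genes. Expression of most of these genes was also described as significantly changed, with the overlay made for OIM against control cells.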

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

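The tests of muscle genes, replicate numbers and chance for interferon genes, and the camera tests of differences between times, were chosen only after the result was seen, while the tests of array scaling, of other hypoxia targets and of regrouped arrays were written first.

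Differences between 24 and 48 hr in B39 were picked out by a limma test of the difference itself, which called 40 genes. At 48 hr ABI3BP was higher by 1.76, LAMA1 by 1.17, CORO2B by 1.05, DCHS1 by 1.01 and SNHG32 by 0.915. Lower were IFIT2 at −1.95, ISG15 at −1.56, PLCG2 at −1.47, DDX60 at −1.44 and RIDA at −1.11. Of these, only LAMA1 kept its call without each single array. Of 13578 probe sets without a single named gene, tested only when every probe set was fitted on its own, 19 passed in OIM at 24 hr against B39 and 63 at 48 hr, and up to 773 against B34, in OIM at 48 hr.

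Gene lists whose shift differed between times were picked out by camera, and none of these differences passed with an estimated correlation (lowest adjusted p = 0.373). For the OIM effect at 24 against 4 hr, medians differed by 0.32 for glucocorticoid-induced genes, 0.434 for inflammatory genes, 0.149 for mitosis genes, 0.13 for heat shock genes and 0.12 for contractile genes. For 48 against 24 hr they differed by −0.27 for DNA replication, −0.20 for mitosis, −0.25 for heat shock, −0.29 for extracellular matrix and −0.41 for cholesterol synthesis genes. In B39 at 48 against 24 hr the medians were 0.526 for inflammatory, 0.175 for DNA replication, −0.32 for mitosis, 0.17 for contractile, −1.23 for interferon-stimulated and −0.135 for cholesterol synthesis genes. With an estimated correlation the interferon difference had adjusted p = 0.74.

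The first pattern weighed was the low signal of skeletal muscle genes in B39_4hr replicates 1 and 3 and OIM_4hr replicate 3. ACTC1 was 8.84, 10.30 and 9.09 there against 12.78 to 12.96 in the other 3 arrays of that time. MYL1 was 1.96, 1.19 and 1.49, which is background, against 6.04 to 6.27. TNNI1 was 1.26, 0.47 and 2.14, also background, against 6.91 to 7.34. Lower signals were not confined to those 3 arrays. With signals under 32 set to 32, replicate 1 had the lowest list mean in B34, B39_24hr, B39_48hr, OIM_24hr and OIM_48hr. In B39_48hr it was −0.197 against 0.739 and 0.725. ACTC1 was 10.55 in B39_48hr replicate 1 against 12.61 and 12.58 in the others, and 11.04 in OIM_48hr replicate 1 against 12.84 and 12.89. The cause of the lower values in replicate 1 of those groups was not tested. RNA degradation was argued against, since 0 of the 3 arrays lay outside the range of the other 18 in the difference between 3 prime and 5 prime probe sets. An exchange of B39 and OIM arrays was argued against too, since the glucocorticoid list in OIM_4hr replicate 3 was 0.343 above the highest B39_4hr array. Differing amounts of muscle-like cells stayed open. Of the 7 muscle genes above the median signal that had not been seen before, 2 were lower in all 3 arrays than in each of the other 18. That is 28.6%, which is some but under the 50% set for that explanation. With MYOG, ACTC1 and MYL1, already seen, it was 5 of 10, or 50%. That is at the bound but rests partly on genes that picked the arrays. Apart from such a mixture no other biological explanation was tested.

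The second pattern was the lower level of hypoxia and glycolysis genes in OIM at 24 and 48 hr. Array scaling moves all genes together and was argued against, since the median of all genes differed by 0.004 at 24 hr and 0.016 at 48 hr. The list stayed at −0.585 and −0.94 after centring and at −0.573 and −0.876 after quantile normalization, which itself moved the arrays little. A single replicate number was argued against, with a highest median within numbers of −0.55 at 24 hr and −0.74 at 48 hr. Against B34 the list did not pass at either time. A second list of targets of hypoxia-inducible factor fell by a median of −0.435 at 48 hr, with 7 of 19 lower (KDM3A, EGLN1, FAM162A, AK4, BHLHE40, GPI and TPI1, camera p = 7.31e-13 from limma, and p = 0.000335 with an estimated correlation). At 24 hr its median was −0.444 with 5 lower, and at 4 hr −0.218 with 0 called by limma, so lower activity of that factor in OIM is a possible reading that the arrays cannot separate from other causes such as oxygen use.

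The third pattern was the fall of interferon-stimulated genes from 24 to 48 hr in B39. The medians within replicate numbers were −1.626, −0.808 and −1.189, so the highest was −0.808 and no single number carried it. The same list changed by −1.577 from 24 to 48 hr in OIM. That is no independent check of chance among the 6 B39 arrays, because arrays of the same number shared deviations between the media (r from 0.29 to 0.569 at 24 hr and from 0.184 to 0.503 at 48 hr), so chance or handling shared by the arrays of a time stayed open. The group difference sits on a spread between replicate numbers, with list means relative to B34 at 24 hr in B39 of 0.53, −0.93 and −0.84 for replicates 1, 2 and 3. No biological explanation was tested.

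Regrouping the 6 arrays of a comparison gives 10 splits, which cannot give a share under 0.05. The real split called 1427, 2186 and 3061 genes for B39 against B34 at 4, 24 and 48 hr, against at most 70, 0 and 1 in any other split, and was 1 of 10 as large. For OIM against B39 it called 184 and 474 at 24 and 48 hr against at most 1 and 0, and for OIM against B34 921, 2590 and 3768 against at most 2, 1 and 1. For B39 at 48 against 24 hr it called 40 against at most 1. For OIM against B39 at 4 hr it called 39, while another split called 967, so 2 of 10 were as large. That split puts OIM_4hr replicates 1 and 2 with B39_4hr replicate 2, which is a structure among the 4 hr samples beyond their labels. For differences in the OIM effect between times the real split called 0, so all 100 of 100 permuted splits were as large by construction and this test says nothing. The highest of them called 489 for 24 against 4 hr and 2 for 48 against 24 hr.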

How the results depend on the processing

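The floor at 32 and the runs without 3 arrays at 4 hr, without number 1 of every group, without the 4 hr arrays and, for lists, without each array were chosen only after the result was seen. Of 546 pairs of gene and comparison picked by fixed rules, not all of them printed, 466 were called. With quantile normalization 520 kept their side of the threshold, with array weights 533, with trend and robust 539, with the floor 512, and with centring 443. With only the groups of the comparison 264 did, where 3 and 3 arrays leave few degrees of freedom. The mean of probe sets kept 380 and reversed 6, namely RRM2 at −0.072 (0.46 in the report) in B39 at 4 hr and −0.162 (0.39) in OIM at 4 hr against B34, CRISPLD2 at −0.167 (0.81) in B39 at 24 hr and −0.038 (1.08) in OIM at 4 hr against B34, and CCNB2 at 0.121 (−0.41) in OIM at 48 hr against B39 and 0.018 (−0.50) in B39 at 48 against 24 hr. Of 64 list calls, 15 stayed with an estimated correlation and 53 with fry, and no list reversed. Unless an alternative itself tests fewer genes or arrays, the cause was not tested. Of the 19775 genes tested, 11655 were above the median signal. Testing only those raised the number called in each of the 9 comparisons. It left the number for the OIM effect at 48 against 24 hr at 0. The number changed over 5-fold fell from 750 to 164.

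With a replicate block that pairs arrays of the same number, 536 of the 546 pairs kept their side. The count for B39 at 48 against 24 hr became 75 against 40. Counts for B39 against B34 became 1618, 2478 and 3343, for OIM against B39 39, 241 and 545, and for OIM against B34 1097, 2823 and 4048. CDH11 at 24 hr in B39 gained a call (adjusted p = 0.0431 against 0.0765), and SGK1 at 24 hr in B39 (0.0543 against 0.0432), SQLE at 48 hr in B39 (0.0558 against 0.0428), KDR at 48 hr in OIM against B39 (0.0626 against 0.0462) and MCM5 at 24 hr in OIM against B34 (0.0511 against 0.047) lost theirs with limma. Apart from these, JAG1 at 24 hr, the lists named in the report and 4 hr comparisons, in which numbers did not pair the arrays, the block changed no other call in the text.

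Counts below are in the order B39 against B34, OIM against B39 and OIM against B34, where the report has 1427, 2186 and 3061, then 39, 184 and 474, then 921, 2590 and 3768. With the mean of all probe sets they were 674, 1323 and 1984, then 14, 90 and 246, then 412 and 1628 at 4 and 24 hr. Every probe set on its own gave 3413 and 4625 for B39 at 24 and 48 hr and 4039 and 6077 for OIM against B34 at those times. Genes above the median only gave 2226 for B39 at 4 hr, 286 and 735 for OIM against B39 at 24 and 48 hr, and 1549 for OIM against B34 at 4 hr. Centring gave 545, 1181 and 1786, then 19, 107 and 223, then 293, 1548 and 2439. Array weights gave 3484 and 3585 for B39 at 4 and 24 hr, then 113, 550 and 1236, then 2403 and 4103 at 4 and 24 hr. Only the groups of the comparison gave 0, 206 and 748, then 4, 30 and 99, then 0, 599 and 1471. The floor gave 277 and 762 for OIM against B39 at 24 and 48 hr. Without 3 arrays at 4 hr B39 at 4 hr had 342, from 1 remaining B39_4hr array with the spread of the other groups, and since those arrays were picked by their own values only counts of that run are given. Without number 1 of every group OIM against B39 at 4 hr had 11.

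For B39 at 48 against 24 hr, where the report has 40, the mean of probe sets gave 12, every probe set 15, genes above the median 186, centring 13, trend and robust 123, weights 356, the floor 200, only those groups 0, no number 1 13, and no 4 hr arrays 11. For the OIM effect at 24 against 4 hr, where the report has 0, genes above the median gave 7, quantile normalization 4, centring 1, trend and robust 7, weights 31, the floor 12 and leaving out 3 arrays 2. At 48 against 24 hr, also 0 in the report, weights gave 10, the floor 10 and no number 1 gave 1.

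In 3276 runs that each left out 1 array for 1 of these 546 pairs, 622 turned a call to not passing and 3 the other way, and 165 of the 466 called pairs lost the call at least once. Counts ran from 538 to 2105 for B39 at 4 hr, 1554 to 1990 at 24 hr and 2301 to 2709 at 48 hr. They ran from 15 to 61, 83 to 147 and 219 to 392 for OIM against B39, from 456 to 1468 for OIM against B34 at 4 hr, from 2 to 23 for B39 at 48 against 24 hr, and from 0 to 2 for the OIM effect at 24 against 4 hr, where 2 came without OIM_24hr replicate 1.

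For gene lists, 26 of 384 runs without 1 array lost a call, in 15 of the 64 called lists, and none turned. These are named in the report. In 53 more runs the call stayed while the median or mean moved over 1.5 times, and those whose value is printed are given there. Lists not called gained a call in 61 runs, most for ER stress, interferon-stimulated, inflammatory and BMP and TGF-beta genes. Without B34 replicate 2, ER stress genes passed at 4 hr in B39 (limma adjusted p = 0.0037) and OIM (0.012) and at 24 hr in B39 and OIM (0.00141 in each). Without B34 replicate 1, BMP and TGF-beta genes passed at 24 hr in B39 (0.000873) and OIM (0.00926) and inflammatory genes at 48 hr in B39 (0.00355). Without B39_24hr replicate 1, interferon-stimulated genes passed at 24 hr in B39 (0.00341). Without OIM_4hr replicate 3, p53 targets passed at 4 hr in OIM against B39 (0.000794) and B34 (0.000247), and mitosis genes against B34 (0.00402).

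Genes changed over 5-fold against B34 numbered 750 with 1 probe set per gene, 164 above the median signal, 121 with the floor and 7474 at a 2-fold threshold. With only genes changed over 5-fold, the distance from OIM at 4 hr to B39 at 48 hr minus that to B39 at 4 hr was 1.251 against 0.222, and from OIM at 24 hr to B39 at 48 hr minus that to B39 at 24 hr it was 0.204 against 0.0478. Correlations of OIM effects above the median signal were 0.354 against 0.087 (4 and 24 hr), 0.296 against 0.071 (4 and 48 hr) and 0.623 against 0.204 (24 and 48 hr), the last being 0.279 in genes over 5-fold and 0.171 to 0.196 without single arrays. The correlation of the OIM effect at 4 hr with 39°C at 48 hr was −0.021, against 0.024 above the median, 0.011 in genes over 5-fold and −0.04 to 0.001 without single arrays, the highest without B39_4hr replicate 2. At 24 hr with 39°C at 48 hr it was −0.032, against −0.085 above the median and 0.038 over 5-fold. At 24 hr with 39°C at 4 hr it was −0.023, against 0.055 over 5-fold and −0.041 to 0.006 without single arrays, the highest without B39_24hr replicate 1. At 48 hr it was −0.02 with 39°C at 4 hr and −0.032 at 24 hr, against 0.065 and 0.037 over 5-fold.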

Other observations

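The choice of genes in this part was made only after the result was seen, and no test was added for it. The DNA replication list held 4 higher and 7 lower of 22 genes at 48 hr in OIM against B34, and single members went both ways. There MCM6 fell by 1.90 (SE 0.18), MCM5 by 1.03 (SE 0.23) and GINS2 by 0.91 (SE 0.13), while CDT1 rose by 1.06 (SE 0.19). At 48 hr in B39, CDC6 rose by 0.81 (SE 0.18) and RRM2, which makes deoxynucleotides, by 1.04 (SE 0.09). The chaperone HSPA4 fell by 0.93 (SE 0.18) at 48 hr in OIM against B34, while its relative HSPA4L rose by 1.74 (SE 0.20).

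TCIRG1, a proton pump subunit of osteoclasts, rose by 1.26 (SE 0.24, adjusted p = 0.00289) at 24 hr in B39, and the calcium-binding chaperone CALR by 0.75 (SE 0.14). In OIM at 48 hr against B34 the NF-kB inhibitor TNFAIP3 rose by 1.65 (SE 0.35), the p53 target TP53INP1 by 1.79 (SE 0.32), the cartilage matrix gene MATN3 by 1.47 (SE 0.38) and the myogenic factors MYF5 and MYF6 by 1.68 (SE 0.34) and 0.99 (SE 0.22).

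Replicate 1 stood apart in groups other than those at 4 hr. The log2 signal of CXCL8, a chemokine, was 11.41 in B34 replicate 1 against 8.83 and 8.46 in replicates 2 and 3. It was 11.49 in B39 at 24 hr against 7.61 and 7.25, and 11.51 in OIM at 24 hr against 7.72 and 7.73. In the interferon list replicate 1 was also the highest in these groups, while the order of replicates 2 and 3 was not always the same. Means relative to B34 were 1.40, −0.51 and −0.89 in B34. They were 0.53, −0.93 and −0.84 in B39 at 24 hr, and 0.35, −0.87 and −0.91 in OIM at 24 hr. The array closest to B39_4hr replicate 1, whose labels conflict, was OIM_4hr replicate 3 (r = 0.951). In B39_4hr replicates 1 and 3 and OIM_4hr replicate 3, CXCL8 was 10.66, 9.74 and 9.92, against 9.31, 8.79 and 8.77 in the other 4 hr arrays. Their median signals of 22.68, 22.44 and 21.77 were near the 21.78 to 24.24 of replicate 1 in other groups. The interferon list went the other way at 4 hr, at −1.301, −1.267 and −1.432 there against −0.807, −0.989 and −0.928. The skeletal muscle list was low both in those 3 arrays and in replicate 1 of B34 and of each 24 and 48 hr group. With signals under 32 set to 32, its means relative to B34 were 0.079, 0.976 and 1.004 in OIM at 48 hr for replicates 1, 2 and 3. In B34 the spread was smaller, at −0.145, 0.158 and −0.014.

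Changes over 5-fold against B34 in at least 1 group, with PAPPA, SUGCT and IFIT1 among them, numbered 750 genes here, of which 395 were also called by limma. With signals under 32 set to 32 it was 121 genes, and among genes above the median signal 164. The list of the study also holds entries without a gene name. Counted as probe sets the number here was 2478, and 196 with signals under 32 set to 32. The count without a floor is higher than the value quoted from the study above, which speaks of top genes and gives no rule for low signals in the sources used here. The study also names a 2-fold threshold for those genes, at which 7474 genes changed here.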
